A study of Mus with 18 samples. Its data were reported in "The Immediate Early Response of Lens Epithelial Cells to Lens Injury" (2022).

How the data were processed

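RNA of mouse lens epithelial cells (LECs) was measured by RNA sequencing in 18 libraries that fall into 6 groups of 3. The groups are wild type (WT), Egr1KO (a systemic Egr1 knockout) and FosBcKO (a conditional Fosb deletion in the lens), each taken at 0 h and at 6 h after surgical removal of the lens fiber cells, a model of cataract surgery abbreviated PCS (post cataract surgery). Each library pooled lens capsules of several mice, and per the labels the eyes of a mouse were operated 6 h apart and collected together. Groups and replicate numbers were taken from the sample labels.

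The authors made stranded, ribodepleted, paired-end libraries, aligned the read pairs with Hisat2 to the GRCm38 mouse assembly and counted them per Ensembl gene with HTSeq-count in union mode. The deposited values are raw counts of read pairs per gene, with no normalization. Each deposited table held 55416 gene IDs, of which 20214 had no count in any library. HTSeq's own summary lines name no gene and were left out of library sizes and tests. Of all read pairs, aligned pairs that overlapped no counted feature (no-feature pairs) made up 8.03% to 30.47% per library, and unaligned pairs 8.25% to 18.01%. Pairs of non-unique alignment made up 3.80% to 5.41%, pairs of low alignment quality 2.76% to 3.84% and ambiguous pairs 0.94% to 1.37%. The study does not state whether exons or whole genes were counted, so no-feature pairs can still lie within annotated genes. Pairs that overlap genes sharing sequence or position are left out by this counting, so counts of near-identical gene copies are uncertain. No molecular identifiers were stated, so PCR copies of a molecule are counted separately.

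The deposited tables do not pair the IDs with gene names, and the RefSeq gene table at hand matched 0 of the 55416 IDs. The study gives names for part of the IDs outside the deposited tables, and no result printed here uses these names. An exploratory look at listed genes by these names did prompt the test of components between replicates described below. IDs are used as given. By this choice of sources, results fixed in advance that need gene names are not analysed here: the levels of Egr1 and Fosb, the tests of the immediate early, inflammatory, fibrotic, zonule and microfibril gene lists, and the cell type markers. The genotype labels were thus not checked by the counts of the targeted genes, and Egr1KO and FosBcKO below name the libraries so labelled.

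Tests used edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, libraries were scaled by TMM (trimmed mean of M values), and dispersions were estimated with the robust option. For 6 h against 0 h the quasi-likelihood F-test was used, which the study's methods name for its initial analysis of WT. The same test was used for 6 h against 0 h in the knockouts, a choice made here and not taken from the study. Each knockout was compared with WT at each time by the exact test, which the study's methods name for its later analyses. Each test used the 6 libraries of the contrast. A differentially expressed gene (DEG) had a Benjamini-Hochberg false discovery rate (FDR) of at most 0.05 and a change of more than 2-fold. Whether the response to injury differed between a knockout and WT was tested as an interaction by the quasi-likelihood F-test over all 18 libraries. Standard errors of log2 fold changes come from the quasi-likelihood fit. CPM values are counts divided by the library's total gene count and multiplied by 1000000. The genes printed are the 2 with the highest and the 2 with the lowest log2 fold change among WT DEGs at 6 h whose average log2 CPM was at least 1 and whose libraries did not overlap between groups. These choices were made before the data were examined, apart from the limit of 2 genes per direction and the restriction of printed genes to the WT contrast.

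Calls shared by both knockouts at 6 h were set beside 20 simulations in which unchanged groups were compared with the same WT libraries, with the groups' common mean drawn around the WT mean with its sampling error. The correlation was also set beside 10000 random rotations of the 6 residual dimensions of the libraries at 6 h, a choice made after seeing the data. Alternatives were the other edgeR test, a replicate block, DESeq2 1.42.0 with its Wald test, RLE size factors, no filter, a filter of 10 counts in 3 libraries, one fit of all libraries, dispersions without the robust option, no fold minimum, and leaving out each library. Scaling without the 10 most abundant genes and thinning counts to the smallest library were chosen after seeing the data.

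The tests were run on simulated counts, drawn independently for each gene from its WT 0 h mean and its per-gene dispersion in the WT libraries. In these counts, 200 genes above a minimum count were changed 4-fold. Over 14284 genes tested, the quasi-likelihood F-test called 170 changed and 22 unchanged genes, and the exact test called 182 and 34. With dispersions on the common trend and 14243 genes tested, these were 180 and 9, and 183 and 13. The interaction test called 65.5% of the changed genes and 7 unchanged genes over 14923 genes tested. With no gene changed and per-gene dispersions, 3 of 14226 genes were called by the quasi-likelihood F-test and 11 by the exact test. With changed genes and per-gene dispersions, the share of false calls thus exceeded the nominal FDR, at 11.5% for the quasi-likelihood F-test and 15.7% for the exact test. With dispersions on the common trend it was 4.8% for the quasi-likelihood F-test and 6.6% for the exact test. Each setting was simulated a single time, so these last shares cannot be told apart from the nominal FDR.

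Replicates were checked for libraries deposited more than once. Over the 18 replicate pairs the chi-square statistic per gene with at least 20 counts ranged from 11.3 to 109.1, well above sampling noise, and no pair was merged. In WT, libraries of the same number at 0 h and 6 h deviated together from their group means, with correlations across genes of 0.102, 0.230 and 0.247. Same-numbered libraries of different genotypes, which share only a number, reached 0.198. Whether the numbers pair the WT samples thus stays open.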

Results

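The 18 libraries held between 9609295 and 13871592 counted read pairs each. At 0 h the WT libraries 1 to 3 held 10445436, 11249342 and 10276885 pairs, the Egr1KO libraries 12255838, 10416872 and 9609295 and the FosBcKO libraries 11204970, 9644979 and 10313042. At 6 h PCS the WT libraries held 10609543, 9920318 and 10490265 pairs, the Egr1KO libraries 10102956, 13871592 and 10619186 and the FosBcKO libraries 11647796, 11572246 and 11632721. The number of genes with a count averaged 20795 ± 325 (SD, n = 3) in WT at 0 h and 22819 ± 771 (SD, n = 3) in WT at 6 h. The first principal component of log2 CPM held 43.6% of the variance. The 0 h libraries lay between -90.32 and -39.40 on it, and the 6 h libraries between -4.70 and 115.56. The Egr1KO replicate 1 library at 6 h had the lowest value of the 6 h libraries.

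To find which genes respond to lens injury, LECs at 6 h PCS were compared with LECs at 0 h. In WT, 2645 of 15440 genes tested were DEGs, 2082 higher and 563 lower at 6 h. The median log2 fold change was 2.36 among the higher and -1.34 among the lower DEGs. Without the fold minimum, the alternative that moved this count most, 4048 genes were called. In Egr1KO, 1746 of 14586 genes were DEGs, 1353 higher and 393 lower. This count was 3033 without the Egr1KO 6 h replicate 1 library and 534 without the Egr1KO 0 h replicate 3 library. In FosBcKO, 2027 of 15475 genes were DEGs, 1733 higher and 294 lower, and 935 were called without the FosBcKO 0 h replicate 3 library.

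Among the WT DEGs, ENSMUSG00000038415 had counts of 0 in all WT libraries at 0 h and 4.64 ± 2.62 CPM (SD, n = 3) at 6 h, at least 15.9-fold higher when set against a floor of 3 counts (edgeR quasi-likelihood F-test, FDR 0.00461). ENSMUSG00000102148 likewise had counts of 0 at 0 h and 4.44 ± 2.71 CPM (SD, n = 3) at 6 h, at least 15.2-fold higher (edgeR quasi-likelihood F-test, FDR 0.00678). ENSMUSG00000025952 fell from 109.6 ± 9.42 CPM to 5.01 ± 3.74 CPM (SD, n = 3), a log2 fold change of -4.57 with a standard error of 0.60 (edgeR quasi-likelihood F-test, FDR 0.00261). ENSMUSG00000073658 fell from 112.6 ± 22.9 CPM to 6.90 ± 5.90 CPM (SD, n = 3), a log2 fold change of -4.16 with a standard error of 0.81 (edgeR quasi-likelihood F-test, FDR 0.0140). Its FDR reached 0.0712 under an alternative, and it was no longer called in 3 of 16 alternatives. Counts of both falling genes moved together across libraries. In FosBcKO at 0 h they were 580 and 633 in replicate 2 and 3618 and 4646 in replicate 3. The falls are thus not separate findings. Whether uneven tissue in the pooled capsules drives them was not tested. The edgeR quasi-likelihood F-test called both falls in Egr1KO (FDR 0.0052 and 0.0114) but neither in FosBcKO (FDR 0.166 and 0.180).

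Whether loss of either factor alters uninjured LECs was examined at 0 h. The exact test called 59 of 14373 genes in Egr1KO against WT, 13 higher and 46 lower, and 43 of 14556 genes in FosBcKO against WT, 27 higher and 16 lower. The quasi-likelihood F-test on the same libraries called 17 and 11 of these genes. In FosBcKO the count was 1.4e+02 (rounded) without the FosBcKO 0 h replicate 2 library, 44 higher and 95 lower, so that lower genes outnumbered higher ones. In Egr1KO it was 32 without the Egr1KO 0 h replicate 1 library.

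At 6 h PCS the exact test called 115 of 15618 genes in Egr1KO against WT, 72 higher and 43 lower. The quasi-likelihood F-test called 0 genes, with 1317 genes at an unadjusted p-value under 0.05. The balance of directions depended on single libraries. Without the Egr1KO 6 h replicate 2 library the exact test called 946 genes, 215 higher and 731 lower. Without the WT 6 h replicate 2 library it called 86, 36 higher and 50 lower. Without the Egr1KO 6 h replicate 3 library it called 46 and without the WT 6 h replicate 1 library 54, and it called 186 without the Egr1KO 6 h replicate 1 library. In FosBcKO against WT, the exact test called 874 of 16155 genes, 724 higher and 150 lower, and the quasi-likelihood F-test called 437 of them, 422 higher and 15 lower. The split by direction moved with single libraries here as well, to 686 higher and 519 lower without the FosBcKO 6 h replicate 1 library and to 720 higher and 55 lower without replicate 3. The counts of each contrast under both tests are plotted by contrast.

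**Figure D1:**
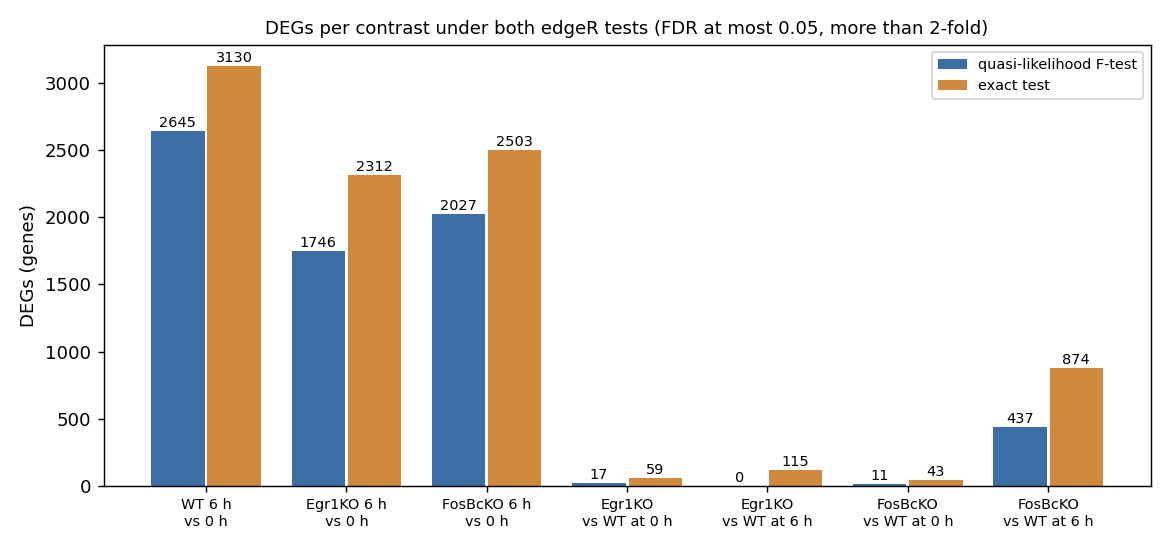
Bars give the number of DEGs (genes, vertical axis) in each contrast (horizontal axis) under the quasi-likelihood F-test and the exact test, each on 6 libraries. The exact test called more genes in every contrast shown, and at 6 h in Egr1KO against WT it called 115 where the quasi-likelihood F-test called 0.

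The injury response itself was then compared between genotypes. Over 17469 genes, the interaction test called 0 genes for Egr1KO, with 1141 at an unadjusted p-value under 0.05, and 0 genes for FosBcKO, with 1171. By this fit, the different DEG counts of the genotypes at 6 h against 0 h are therefore not shown to be different responses. In simulated data the same test called 65.5% of the 200 genes changed 4-fold. Those data took their dispersions from the WT libraries alone, drew genes independently and changed only genes above a minimum count. The share that the test would find in the real data, with its knockout libraries and scarcer genes, is therefore not known and may be lower. The 0 calls did not hold in every setting. DESeq2 called 14 interaction genes for Egr1KO and 51 for FosBcKO, and the fit without a filter called 264 and 404. Without the WT 0 h replicate 2 library, 24 were called for FosBcKO.

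Of the 115 DEGs of Egr1KO at 6 h, 64 (55.7%) were also DEGs of FosBcKO, 55 higher in both and 9 lower in both. Across the 15376 genes tested in both contrasts, which are not independent replicates, the log2 fold changes had a Pearson r of 0.613. Both contrasts use the same WT libraries. In 20 count simulations of unchanged groups against them, in which genes vary independently, r ranged from 0.50 to 0.53 and at most 4 genes were shared. When the real deviations between replicates at 6 h, which vary together across genes, were instead rotated at random 10000 times, r had a median of 0.503 and 24.7% of draws were as large as the observed value on that scale, 0.630. The count of shared DEGs was 0 with the quasi-likelihood F-test, and 158 without the Egr1KO 6 h replicate 2 library.

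**Figure D2:**
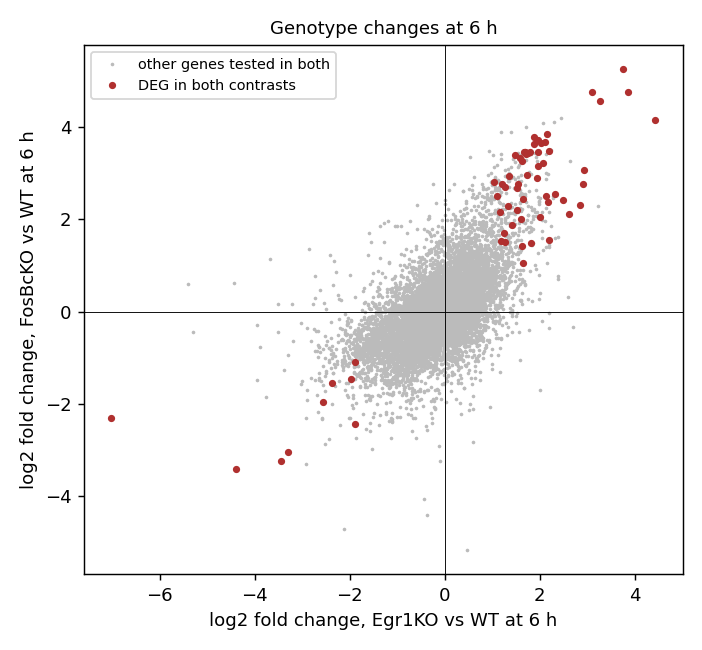
Each point is a gene tested in both contrasts, with its log2 fold change in Egr1KO against WT at 6 h (horizontal) and in FosBcKO against WT at 6 h (vertical). Red points are the 64 genes that were DEGs in both, which all lie on the same side of 0 on both axes.

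The no-feature pairs, which aligned but overlapped no counted feature, were also set side by side. They made up 17.8% ± 2.37 (SD, n = 3) of all pairs in WT at 0 h and 25.4% ± 1.87 (SD, n = 3) at 6 h. In Egr1KO the share was 11.2% ± 2.21 (SD, n = 3) at 0 h and 21.5% ± 2.19 (SD, n = 3) at 6 h. In FosBcKO it was 13.2% ± 6.82 (SD, n = 3) at 0 h and 26.3% ± 3.72 (SD, n = 3) at 6 h. In each genotype the 6 h libraries all lay above the 0 h libraries. An exact two-sided permutation test of time within genotype gave p = 0.00025 for the mean difference of 10.4 percentage points, the smallest value its 8000 arrangements allow. The test was chosen after the result was seen. It treats the libraries as independent, although per the labels capsules of both times came from the same mice, so its p-value may be too small.

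**Figure D3:**
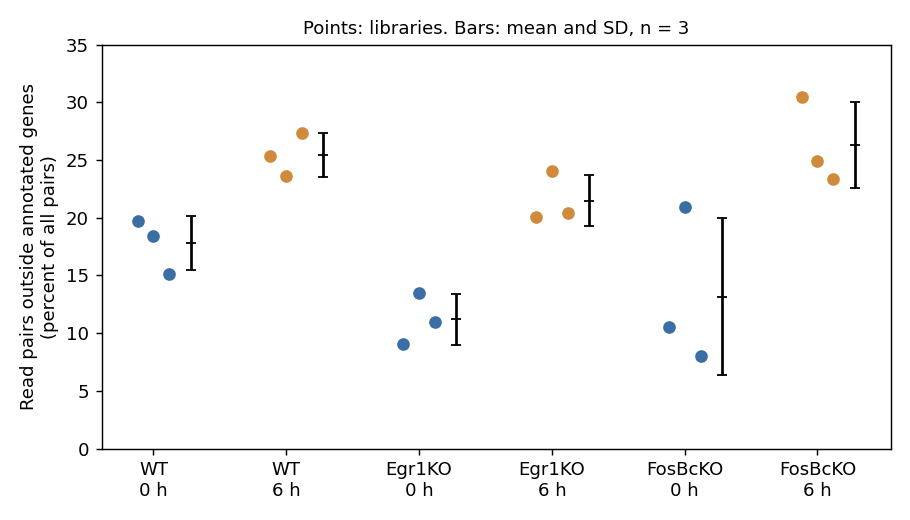
Points give each library's no-feature pairs (aligned pairs that overlapped no counted feature) as a percent of all its pairs (vertical) by group (horizontal). Bars give the mean and SD of 3 libraries. In each genotype the 6 h libraries lie above the 0 h libraries.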

Values the study reported

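The study reported 913 genes changed at least 2-fold at 6 h PCS in wild type LECs. For Egr1KO against wild type it gave 59 genes at 0 h and 115 genes at 6 h PCS. For FosBcKO against wild type it gave 43 genes at 0 h and 874 genes at 6 h PCS.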

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

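The tests in this part were chosen only after the result was seen. The share of no-feature pairs, which enters no gene comparison, was higher at 6 h than in the 0 h controls in WT (25.44%), Egr1KO (21.49%) and FosBcKO (26.27%). A lower share of unaligned pairs at 6 h would raise this share by itself, but among aligned pairs alone the difference was 10.71 percentage points and the times still did not overlap in any genotype. Library size went the same way, with a mean of 2578000 more read pairs at 6 h (exact two-sided permutation test within genotype, p = 0.015), and all 6 h libraries held more pairs than all 0 h libraries in 1 of the 3 genotypes. Adjusted for read pairs with the slope within groups, the difference was 8.58 percentage points (the same exact permutation test, p = 0.00025, the smallest it allows). Library size may thus account for part of it but by this test not for the whole. These permutation tests treat the libraries as independent, although capsules of both times came from the same mice. RNA that is not yet spliced, transcripts missing from the annotation and genomic DNA stay open and were not tested, as does a response to injury.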

How the results depend on the processing

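The counts of DEGs at 6 h against 0 h stayed within 1.5 times under the alternatives other than the fold minimum and leaving out libraries. With no fold minimum they were 4048 in WT, 3089 in Egr1KO and 3381 in FosBcKO. The fits that each left out one library gave from 1889 to 2740 DEGs in WT, 534 to 3033 in Egr1KO and 935 to 2862 in FosBcKO.

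The genotype contrasts depended on the test. With the quasi-likelihood F-test, Egr1KO against WT had 17 DEGs at 0 h and 0 at 6 h, FosBcKO against WT had 11 at 0 h and 437 at 6 h, and 0 DEGs were shared at 6 h. With all 18 libraries in one quasi-likelihood fit the counts were 2 and 7 for Egr1KO and 6 and 289 for FosBcKO. Without a filter, Egr1KO had 76 DEGs at 6 h and FosBcKO 24 at 0 h. The cause was not tested. Leaving out one library gave from 32 to 89 DEGs for Egr1KO at 0 h, 46 to 946 at 6 h, 21 to 1.4e+02 (rounded) for FosBcKO at 0 h and 722 to 1205 at 6 h, and from 32 to 158 shared DEGs.

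The interaction calls were 0 except in these settings. Without a filter there were 264 for Egr1KO and 404 for FosBcKO, and with DESeq2 14 and 51. The cause was not tested. Leaving out one library gave from 0 to 1 for Egr1KO and from 0 to 24 for FosBcKO, the 24 without the WT 0 h replicate 2 library.

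Same-numbered libraries at 0 h and 6 h had correlations of their deviations from 0.0198 to 0.247, with 6 of the 9 pairs over 0.1, against 0 of the 18 pairs of different number. Deviations from a group mean cancel within the group, so positive correlations of same-numbered pairs push those of the other pairs down. The pairs of different number are thus not separate evidence of pairing. In Egr1KO and FosBcKO not every pair passed 0.1. Per the labels, 0 h and 6 h capsules came from the same mice but their pools are not matched by number. Whether the numbers pair the libraries thus stays open in every genotype. Between genotypes, 3 of 12 same-numbered pairs passed 0.1, and there the samples share only a number. With a replicate block the quasi-likelihood F-test gave 10 and 0 DEGs for Egr1KO against WT at 0 h and 6 h, 14 and 86 for FosBcKO, and 0 shared DEGs. The block changed no other count by more than 1.5 times.

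Of the 64 alternatives for the 4 genes printed, 3 were weaker, all for ENSMUSG00000073658, and 0 reversed. Scaling without the 10 most abundant genes and thinning to the smallest library, both chosen after seeing the data, kept each count within 1.5 times. Not run were the study's FPKM criteria, which need exon lengths, and the settings that need gene names (scaling without crystallin and mitochondrial genes, and the alternatives for gene lists).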

Other observations

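The tests of components, of rotated deviations and of separate WT libraries in this part were chosen only after the results were seen. The number of WT DEGs at 6 h here was 2645. That is higher than the value quoted from the study above. The study deposited its initial WT analysis as a separate series and used an earlier annotation for it, so the libraries and gene models behind that value need not be the ones analysed here.

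Other splits of the 6 libraries of each contrast were tested, where 10 splits cannot give a share under 0.1. For 6 h against 0 h, 1 of the 10 splits in WT, 1 of 10 in Egr1KO and 1 of 10 in FosBcKO gave as many DEGs, the real one, and the others gave 0. For Egr1KO against WT, 1 of the 10 splits at 0 h and 1 of 10 at 6 h gave as many, with up to 15 and 50 DEGs in another split. For FosBcKO against WT, 2 of the 10 splits at 0 h gave as many, one of them with 55 DEGs against the real 43, and 1 of 10 at 6 h, with up to 20 in another split. For the interactions, where the real split gave 0 DEGs, 100 of 100 splits within time gave as many, for Egr1KO and for FosBcKO, an outcome that a count of 0 fixes, so this comparison is void.

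The changes of both knockouts against WT at 6 h went together. By the rotations, shared WT libraries can give a correlation of this size, but whether they account for all of it stays open. Of 10000 random rotations of the deviations between replicates at 6 h, which hold no genotype effect, 24.68% gave a correlation as large. These draws spread widely, from 0.118 at the 5th percentile to 0.755 at the 95th, so only an r above the latter would have stood out. The 64 shared DEGs exceeded the highest number in the count simulations with shared WT libraries, 4, but those counts vary independently from gene to gene, which real libraries do not, so the shared calls stay open. When separate WT libraries served each knockout, r stayed positive, from 0.198 to 0.490 over 6 such arrangements, which are not independent. With no library in common, sharing would give no correlation on average. The spread of r for unchanged groups was not computed for these arrangements, so they do not decide the question. A difference of the WT group from both knockout groups in handling or background was not tested.

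A candidate explanation for the DEGs at 6 h is a component that varies between replicates of one group, such as uneven tissue in the pooled capsules. The libraries at 0 h do not enter the 6 h contrasts but are not independent of them, since per the labels capsules of both times came from the same mice. WT replicate 2 at 0 h and at 6 h also deviated together, with a correlation across genes of 0.230. The sign of a component is arbitrary and was set so that it correlated positively with the FosBcKO changes over all genes. The first component of the deviations from group means in the 9 libraries at 0 h was led by the WT replicate 2 library, with a score of -77.13. The directions of 77.9% of the FosBcKO DEGs and 60.0% of the Egr1KO DEGs followed it, against 50.4% and 43.2% of all genes. With the component taken from the 6 knockout libraries alone, 46.6% of the FosBcKO DEGs followed it, against 52.8% of all genes, and 28.7% of the Egr1KO DEGs, against 54.6% of all genes, so most Egr1KO DEGs ran opposite to it. The FosBcKO alignment thus appeared with the WT libraries at 0 h included, and the Egr1KO DEGs aligned with a component of the knockout libraries too, with its sign reversed. Such a component and an effect of genotype cannot be told apart here, since genes that are regulated together would align in the same way.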
